# Whole-Genome Gene Expression Profiling of Formalin-Fixed, Paraffin-Embedded Tissue Samples

**DOI:** 10.1371/journal.pone.0008162

**Published:** 2009-12-03

**Authors:** Craig April, Brandy Klotzle, Thomas Royce, Eliza Wickham-Garcia, Tanya Boyaniwsky, John Izzo, Donald Cox, Wendell Jones, Renee Rubio, Kristina Holton, Ursula Matulonis, John Quackenbush, Jian-Bing Fan

## Abstract

**Background:**

We have developed a gene expression assay (Whole-Genome DASL®), capable of generating whole-genome gene expression profiles from degraded samples such as formalin-fixed, paraffin-embedded (FFPE) specimens.

**Methodology/Principal Findings:**

We demonstrated a similar level of sensitivity in gene detection between matched fresh-frozen (FF) and FFPE samples, with the number and overlap of probes detected in the FFPE samples being approximately 88% and 95% of that in the corresponding FF samples, respectively; 74% of the differentially expressed probes overlapped between the FF and FFPE pairs. The WG-DASL assay is also able to detect 1.3–1.5 and 1.5–2 -fold changes in intact and FFPE samples, respectively. The dynamic range for the assay is ∼3 logs. Comparing the WG-DASL assay with an *in vitro* transcription-based labeling method yielded fold-change correlations of R^2^ ∼0.83, while fold-change comparisons with quantitative RT-PCR assays yielded R^2^∼0.86 and R^2^∼0.55 for intact and FFPE samples, respectively. Additionally, the WG-DASL assay yielded high self-correlations (R^2^>0.98) with low intact RNA inputs ranging from 1 ng to 100 ng; reproducible expression profiles were also obtained with 250 pg total RNA (R^2^∼0.92), with ∼71% of the probes detected in 100 ng total RNA also detected at the 250 pg level. When FFPE samples were assayed, 1 ng total RNA yielded self-correlations of R^2^∼0.80, while still maintaining a correlation of R^2^∼0.75 with standard FFPE inputs (200 ng).

**Conclusions/Significance:**

Taken together, these results show that WG-DASL assay provides a reliable platform for genome-wide expression profiling in archived materials. It also possesses utility within clinical settings where only limited quantities of samples may be available (e.g. microdissected material) or when minimally invasive procedures are performed (e.g. biopsied specimens).

## Introduction

Formalin-fixed, paraffin-embedded (FFPE) tissues represent an invaluable resource for cancer research, as they are the most widely available material for which patient outcomes are known. There were over 300 million archived cancer tissue samples in the United States in 1999, with more samples accumulating at a rate of over 20 million per year [1]. The ability to perform gene expression profiling in these samples will enable both prospective and retrospective studies, and should greatly facilitate research in correlating expression profiles with clinical outcomes [2]. However, formalin fixation is known to render adenosine residues particularly prone to chemical modifications such as methylene dimerization and mono-methylolation [3] and generate degraded RNA fragments (up to 50% of which may not contain a poly-A tract) [4]. The degradation and chemical modification of RNA during tissue fixation and storage present challenges when applying conventional microarray technologies [3], [5]–[8].

To overcome the technical limitations to microarray-based analyses of FFPE samples, we previously developed a sensitive and reproducible gene expression profiling assay, DASL (cDNA-mediated annealing, selection, extension and ligation), for parallel analysis of hundreds of genes with highly degraded RNA samples [9]–[11]. The DASL assay incorporates random priming during cDNA synthesis, and therefore does not depend solely on poly-A/oligo-dT based priming. In addition, the assay requires a relatively short target sequence of about 50 nucleotides for query oligonucleotide annealing; thus, it can effectively quantify degraded RNA samples. While most other technologies rely on multiple rounds of random priming for sample amplification and labeling [3], DASL only generates first strand cDNA that minimizes variation that arises during the random priming. This technology has been successfully used to profile a variety of archived FFPE tumor samples, some of which have been in storage for as long as 24 years [12] and for which, in many cases, little or no tissue handling and fixation details are known, including colon [10], [11], breast [10], [11], [13]–[16], lung [11], [14], prostate [11], [12], [17]–[19], bladder [16], and liver [20] cancer. While all of these applications clearly demonstrated the utility of the technology for identification and validation of tissue and cancer-specific markers, the DASL assay was limited by the number of genes that could be profiled simultaneously (up to 1536 targets).

In this study, we extended the assay to include all 24K well-annotated RefSeq genes. We provide here a comprehensive characterization of the assay sensitivity and quantitative performance on FFPE tissues. This opens up new avenues for large-scale discovery, validation, and clinical applications of mRNA biomarkers in human diseases.

## Results

### Assay Reproducibility

To assess the reproducibility of the WG-DASL assay we initially used inputs of 200 ng total RNA extracted from six different ovarian tumor FFPE tissues. The samples were labeled and hybridized as described in the Materials and Methods section. Each sample was assayed twice and the correlation was assessed for each FFPE tissue. Raw intensity scatterplots of a representative example, yielded a correlation coefficient R^2^ = 0.988 and a slope of approximately 45 degrees (Fig. 1A). When probe detection concordance rates (Detection p-value <0.01) were calculated between replicates, a high degree of overlap was obtained, with an average probe concordance rate of 94.6%. Detailed data for two representative FFPE samples are presented in Table 1.

**Figure 1:**
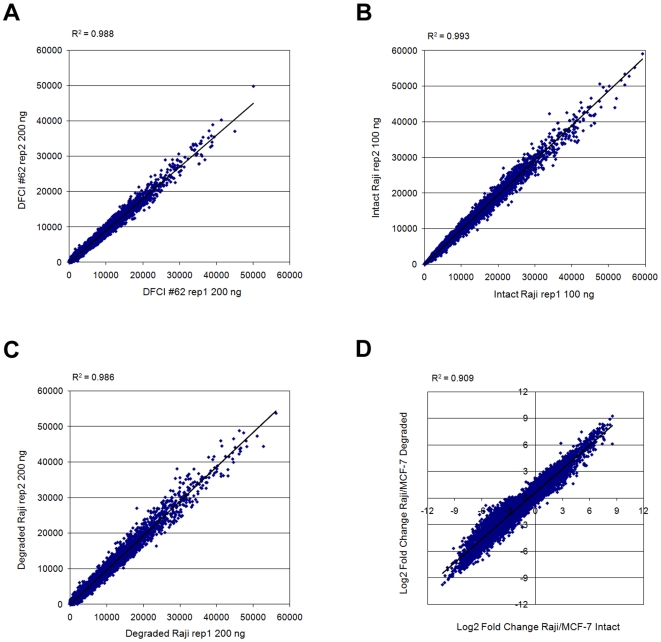
WG-DASL assay reproducibility with variable RNA inputs. Raw intensity scatterplots (all 24526 probes) are shown for WG-DASL assay replicates (replicate 1, x-axis; replicate 2, y-axis) for (A) 200 ng total RNA derived from a formalin-fixed, paraffin-embedded (FFPE) ovarian tumor; (B) 100 ng intact Raji RNA; and (C) 200 ng artificially degraded Raji RNA; (D) The fold-change correlation between intact (x-axis) and artificially degraded (y-axis) cell line RNAs was calculated as the Log_2_ of the fold-change between the Raji and MCF-7 sample intensities. All detected probes (Detection p-value <0.01) are plotted.

**Table 1:** WG-DASL Assay Performance as a Function of FFPE RNA Input.

Metric	200 ng	50 ng	10 ng	5 ng	1 ng	250 pg
Average number of detected probes (DFCI #120)	19066	18393	18152	17627	12742	6079
Average number of detected probes (DFCI #129)	18031	17677	17113	16404	10998	5585
Average probe overlap with 200 ng (DFCI #120; %)	100.0	93.6	91.0	88.7	63.7	30.8
Average probe overlap with 200 ng (DFCI #129; %)	100.0	95.7	90.8	87.3	60.5	30.8
Average correlation with 200 ng (DFCI #120; R^2^)	100.0	0.951	0.920	0.895	0.794	0.636
Average correlation with 200 ng (DFCI #129; R^2^)	100.0	0.957	0.903	0.873	0.748	0.398
Self-Reproducibility (DFCI #120; R^2^)	0.987	0.965	0.959	0.935	0.800	0.724
Self-Reproducibility (DFCI #129; R^2^)	0.986	0.979	0.958	0.940	0.803	0.680

Values for the number of detected probes, probe overlap and correlation are derived from the average of two technical replicates. Probe overlap is calculated as a percentage of the number of probes with matching detected calls at p-value <0.01 between the low and standard inputs divided by the total number of probes detected in the standard input (200 ng). Values shown for the correlation and self-reproducibility are calculated for probes detected (p <0.01) in both inputs and replicates, respectively.

Profiling of two intact (100 ng) and artificially degraded (200 ng; 95°C for 30 min) cancer cell line RNAs (Raji and MCF-7) also yielded highly reproducible expression profiles, with an average correlation of R^2^∼0.989 (Fig. 1B, Table 2) and 0.985 (Fig. 1C, Table 2) for the intact and artificially degraded samples, respectively. Average probe concordance rates between replicates were 97.9% and 95.9% for the intact and artificially degraded samples, respectively (Table 2). Despite the relatively high degree of overlap of detected probes between the intact and the corresponding artificially degraded samples (∼93.9%), direct comparisons of the raw intensities between intact and artificially degraded samples yielded correlations of R^2^∼0.71. This is thought to be due to different degradation rates and/or secondary structures of mRNAs between intact and degraded samples [4], [21]. Therefore we performed fold-change comparisons in which intact sample pairs were compared to their corresponding degraded samples pairs. Using this approach highly correlated data were obtained, with an average R^2^ = 0.91 (Fig. 1D). This result suggests that our method can faithfully detect differentially expressed genes in intact as well as degraded samples.

**Table 2:** WG-DASL Assay Performance with Intact and Artificially Degraded RNA Inputs.

Metric	Intact MCF-7	Intact Raji	Degraded MCF-7	Degraded Raji
Average number of detected probes	15247	13291	14535	12675
Average probe overlap with intact RNA (%)	100.0	100.0	93.5	94.2
Probe concordance (%)	97.6	98.2	94.8	97.1
Self-Reproducibility (R^2^)	0.988	0.990	0.982	0.988

Values for the number of detected probes and probe overlap are derived from the average of two technical replicates. Probe overlap is calculated as a percentage of the number of probes with matching detected calls at p-value <0.01 between the artificially degraded and intact inputs divided by the total number of probes detected in the intact samples. Values shown for self-reproducibility are calculated for probes detected (p <0.01) in both replicates. Artificially degraded RNA was generated by heating intact RNA at 95°C for 30 min.

### Comparison between Fresh-Frozen and FFPE Samples

We next assessed the performance of the WG-DASL assay in matched pairs of fresh frozen (FF) and FFPE samples, using RNAs derived from normal adjacent tissue (NAT) and tumor (TUM) lung tissue. 

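The arrays of this comparison measured RNA from lung tumor (TUM) and normal adjacent tissue (NAT), each preserved both as fresh frozen (FF) and as FFPE tissue. Each of the 4 sample types was assayed on 4 arrays, and the legend of Fig. 2 calls these quadruplicate assays. Errors and p-values therefore describe the spread between assays of the same RNAs, not between donors. RNA was extracted from FF tissue by an RNeasy protocol and from FFPE tissue with the FormaPure kit, so preservation and extraction change together in every comparison of FF with FFPE. The values analysed here are the deposited un-normalized intensities of 24526 probes, without background subtraction, and the detection p-value of each probe on each array. Of these probes, 21834 carried 1 gene symbol, and 2692 carried none. The probe with the highest mean log2 intensity over all 16 arrays stood for its gene.

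The median log2 intensity of an array ranged from 9.22 to 10.26 in FF and from 7.27 to 8.97 in FFPE. R2 of log2 intensities between arrays of the same sample type ranged from 0.964 to 0.988 in FF and from 0.862 to 0.976 in FFPE. The lowest values in FFPE were those of FFPE TUM array 4, which also had the lowest median. Groups were compared with limma on log2 intensities, with Benjamini-Hochberg adjusted p-values and a threshold of 5%. For cell types and pathways, 32 gene lists were fixed before the data were examined and tested with camera. The number of arrays limits the precision of every value.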

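In what follows a gene counts as detected when its probe had a detection p under 0.01 in at least 3 of the 4 arrays. All 16 measured housekeeping reference genes were detected in each of the 4 sample types. All 17 measured markers of alveolar type 2 cells, the surfactant-making cells of the lung, were detected in NAT of both preservations, against 8 in FF TUM and 9 in FFPE TUM. Of 89 genes of the cell cycle and DNA replication, 82 were detected in TUM of each preservation, 66 in FF NAT and 47 in FFPE NAT. Of 19 markers of ciliated cells, 11 were detected in FF NAT, 8 in FFPE NAT, 13 in FF TUM and 6 in FFPE TUM. Of 56 replication-dependent histone genes, whose mRNAs lack a poly(A) tail, 18 were detected in FF NAT, 21 in FFPE NAT, 31 in FF TUM and 40 in FFPE TUM. No difference between these counts was tested.

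Over all probes, 16329 ± 527 (SD, n = 4 arrays) were detected per array in FF NAT and 14476 ± 775 in FFPE NAT. In TUM the counts were 15852 ± 401 in FF and 14227 ± 917 in FFPE. The FFPE mean was 88.7% ± 5.54 (SD) of the FF mean in NAT and 89.7% ± 6.21 in TUM. Each FFPE array had fewer detected probes than each FF array of its tissue (two-sided exact permutation test, p = 0.0286 in both tissues, the smallest p that 4 arrays against 4 allow). At a detection p under 0.05 the shares were 93.6% in NAT (exact permutation test, p = 0.0286) and 93.5% in TUM (exact permutation test, p = 0.0571), and the difference in TUM no longer passed. The lowest count, 12868, was that of FFPE TUM array 4.

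**Figure D1:**
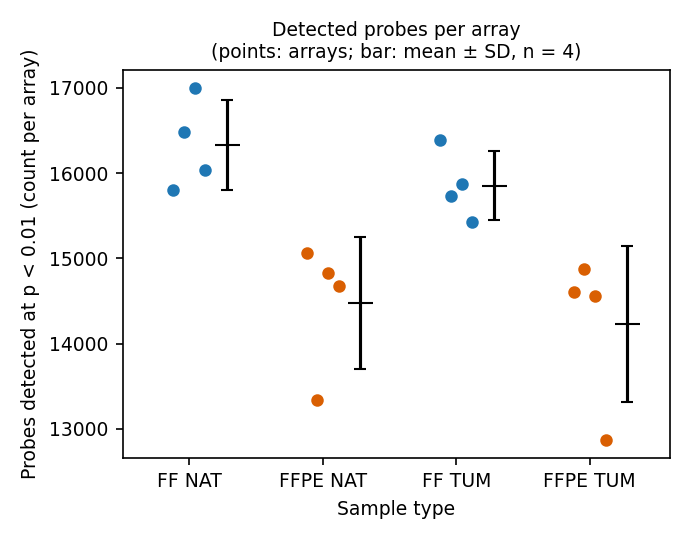
Number of detected probes per array (y axis) in each sample type (x axis), with each array as a point and the mean and SD beside the points. The FFPE arrays sit between 12868 and 15064, and the FF arrays between 15423 and 16998.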

We obtained a high degree of sensitivity, with the number of detected transcripts in both the NAT and TUM FFPE samples approximately 90% of that detected in the corresponding FF samples (Fig. 2A). Moreover, the overlap of the detected transcripts was also high, with 94.2% (14188/15064; NAT) and 96.3% (14066/14610; TUM) of the FFPE transcripts also detected in the corresponding FF sample (Fig. 2B). 

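Genes detected in FF and not in FFPE, each by the rule of at least 3 arrays, came from several gene lists. Of the 78 listed genes detected in FF NAT only, 21 belonged to the cell cycle and DNA replication list. In TUM no gene of that list was detected in FF only. In the other direction, 31 listed genes were detected in FFPE TUM and not in FF TUM, and 12 of these were replication-dependent histone genes. Over all probes, 2386 were detected in FF NAT only and 2200 in FF TUM only. As a set these were dimmer in FF than the shared probes, with a median log2 intensity of 9.32 against 11.79 in NAT and of 8.96 against 11.50 in TUM. Some were bright, such as the probe of FLII with 12.24 in FF NAT.

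On the arrays numbered 1, 14188 of the 15064 probes detected in FFPE NAT were also detected in FF NAT, or 94.2% (95% exact binomial interval 93.8% to 94.6%). In TUM these arrays shared 14066 of 14610 probes, or 96.3% (96.0% to 96.6%). The 4 counts match those given for Fig. 2B, and these arrays were chosen after their values had been seen. With a probe counted as detected in at least 3 of the 4 arrays, 13681 of 14131 probes of FFPE NAT were shared, or 96.8% (96.5% to 97.1%), and 13458 of 14046 of FFPE TUM, or 95.8% (95.5% to 96.1%). Over the same-numbered arrays the share ranged from 94.2% to 98.0% in NAT and from 93.9% to 96.3% in TUM, so which tissue has the higher share changes from array to array. These intervals cover counting error over probes only.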

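Between FF and FFPE of the same tissue, replication-dependent histone genes stood out among the 32 gene lists. Camera compares a list with the other genes, here over genes detected on at least 4 of the 8 arrays of a comparison. It called this list higher in FFPE in NAT (22 tested genes, camera adjusted p = 8.44e-13) and in TUM (37 tested genes, camera adjusted p = 2.70e-14). With an estimated correlation the adjusted p was 0.990 in NAT and 0.992 in TUM, and 0.356 and 0.495 after quantile normalization. The median log2 fold change of all tested genes was -1.32 in NAT and -0.95 in TUM, since the FFPE arrays were dimmer. Relative to it, the median of the histone list was 1.59 higher in NAT and 1.83 higher in TUM. Counted on un-normalized values, 10 of the 56 measured histone genes were higher in FFPE and 18 lower in NAT, while after quantile normalization 36 were higher and 2 lower. In TUM 21 were higher and 5 lower, against 46 and 2 after quantile normalization. Adjusted over the list alone, the un-normalized counts were 8 higher and 16 lower in NAT and 21 and 5 in TUM. H2BC17 had a log2 fold change after quantile normalization of 1.94 in NAT and 1.58 in TUM, and H2AC12 of 2.64 in TUM. Un-normalized, H2BC17 had 0.52 in NAT (adjusted p = 0.0588 from limma) and 0.87 in TUM, and H2AC12 had 1.67 in TUM. H2BC21 went the other way, with -1.14 in NAT and -1.31 in TUM after quantile normalization. Histone genes with polyadenylated mRNA, a list of 9 measured genes added after the data were seen, had a median of -0.76 in NAT and -0.51 in TUM relative to all tested genes. No other list was called in NAT. In TUM the squamous epithelium and lymphatic endothelial cell lists were also called higher in FFPE (adjusted p = 0.0222 for both), with adjusted p = 0.992 for both with an estimated correlation. At the preset correlation after quantile normalization their adjusted p was 0.350 and 0.138. On un-normalized values the squamous call was lost without FFPE TUM array 1 (adjusted p = 0.0753) and the lymphatic call without FFPE TUM array 4 (0.0823).

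**Figure D2:**
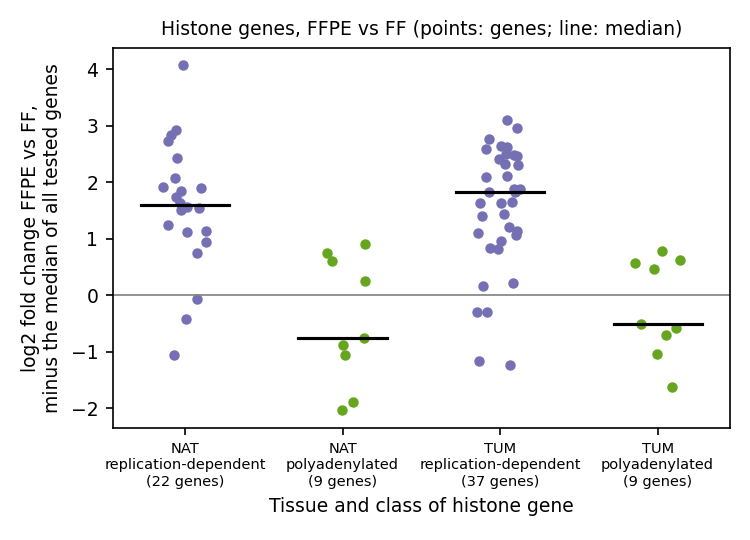
The log2 fold change of FFPE against FF minus the median of all tested genes (y axis) for each tested histone gene, by tissue and by class of histone gene (x axis), with a line at the median. The medians of the replication-dependent class lie at 1.59 in NAT and 1.83 in TUM, and those of the polyadenylated class at -0.76 and -0.51.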

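Among single genes, EMC10, a subunit of the endoplasmic reticulum membrane complex, was higher in FFPE, with a log2 fold change of 2.31 (standard error 0.21, adjusted p = 3.65e-07 from limma) in NAT, where 1 of 4 FF arrays detected it, and 2.49 (0.29, 1.61e-05) in TUM, and of 3.59 and 3.47 after quantile normalization. LAMC3, a laminin chain, had 0.58 (standard error 0.17) in NAT and 3.46 (0.28) in TUM, and 1.62 and 4.26 after quantile normalization. SPI1, a transcription factor of myeloid cells, had 1.57 (0.20) in NAT, and in TUM it was at least 4.92-fold higher, since no FF TUM array detected it. The second probe of EMC10 was called in neither tissue. A second probe of SPI1 was called lower in NAT, and probes of ROBO1 and CT45A5, also among the highest genes, were called in opposite directions too. KRT73, NTNG2 and CT45A3 completed the 8 highest genes. CT45A3 and CT45A5 belong to a family of near-identical copies that a probe may not tell apart. The 8 lowest genes, each read by a single probe, were FDCSP, FLII, ARNT2, NOB1, CNTN3, SERGEF, TBC1D3B and FAM168B. TBC1D3B also belongs to a family of near-identical copies. CNTN3, a neuronal adhesion molecule, was at least 10.4-fold lower in FFPE NAT and at least 10.6-fold lower in FFPE TUM, where no array detected it. FDCSP, a secreted peptide of follicular dendritic cells, was at least 3.38-fold lower in NAT and at least 37.7-fold lower in TUM. These bounds include the lower brightness of the FFPE arrays. The rule that chose these 16 genes asked for the same direction and an adjusted p under 0.05 from limma in both tissues, un-normalized and after quantile normalization.

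Across probes detected in both arrays, R2 of intensities between 1 FF and 1 FFPE array averaged 0.603 ± 0.032 (SD, n = 16 pairs of arrays) in NAT and 0.592 ± 0.059 in TUM. R2 of the log2 ratios of NAT to TUM between FF and FFPE averaged 0.624 ± 0.078 (SD, n = 16 combinations), over 11343 to 12632 probes detected in all 4 arrays of a combination. It ranged from 0.487 to 0.708, and it averaged 0.499 with FFPE replicate 4 against 0.644 to 0.691 with the other FFPE replicates. Genes are not independent replicates, so no p-value is given for these correlations. The least squares slope of FF on FFPE averaged 0.735 ± 0.094 (SD), and the orthogonal slope averaged 0.907.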

Direct intensity comparisons between matched FF and FFPE samples yielded average correlations of R^2^∼0.62; fold-change comparisons of several thousand detected transcripts between paired FF and FFPE samples were higher (average R^2^∼0.70, Fig. 2C), with a slope approximating 45 degrees and no significant compression or expansion observed for the log fold-change ratios. We also generated lists of differentially expressed transcripts between the TUM and NAT samples for both FF and FFPE tissues and then determined the extent of the overlap between the two differentially expressed transcript lists. 

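Genes of the alveolar epithelium were among the largest decreases from NAT to TUM in FF and in FFPE. SFTPC, surfactant protein C of alveolar type 2 cells, had a log2 intensity of 15.91 ± 0.03 (SD, n = 4 arrays) in FF NAT and 15.59 ± 0.08 in FFPE NAT. It was at least 233-fold lower in FF TUM, where no array detected it, and its log2 fold change in FFPE was -7.10 (standard error 0.48, adjusted p = 7.28e-07 from limma). SFTPD, another surfactant protein, was at least 116-fold lower in FF TUM and at least 96.4-fold lower in FFPE TUM. SFTPB was at least 118-fold lower in FF TUM and had a log2 fold change of -5.58 in FFPE. NKX2-1, a transcription factor of lung epithelium, was at least 45.7-fold lower in FF TUM and at least 51.2-fold lower in FFPE TUM. CLDN18, a tight junction protein, was at least 109.9-fold lower in FF TUM and had a log2 fold change of -7.28 in FFPE, where 1 of the 4 TUM arrays detected it. DMBT1, a secreted defence protein, and PIGR, the receptor that carries IgA across epithelia, were at least 61.8-fold and 63.3-fold lower in FF TUM and at least 74.9-fold and 18.2-fold lower in FFPE TUM. CSF3, a growth factor of neutrophils, was at least 72.9-fold lower in FF TUM and at least 36.4-fold lower in FFPE TUM. CAMP, a neutrophil granule peptide, was at least 31.2-fold lower in FF TUM and had a log2 fold change of -6.45 in FFPE. GKN2 was at least 31.1-fold and at least 28.3-fold lower. The pseudogenes CYP2B7P and RPL13AP17 were lower too, and their probes may also read the parent genes.

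The largest increases included DKK4, a secreted antagonist of Wnt signalling, with a log2 fold change of 4.93 (standard error 0.18, adjusted p = 3.42e-16 from limma) in FF and an increase of at least 34.2-fold in FFPE. GPX2, a glutathione peroxidase, had log2 fold changes of 4.47 in FF and 5.67 in FFPE. VGF, a secreted protein of neuroendocrine cells, had 4.81 and 5.54, and DLL3, a Notch ligand, had 4.77 and 5.49. MUCL1 had 4.31 and 5.19. AMBN, an enamel matrix protein, was at least 20.9-fold higher in FF TUM and at least 19.5-fold higher in FFPE TUM, and CPLX2, a regulator of vesicle release, at least 17.7-fold and 30.7-fold. The growth factor gene FGF3, the homeobox gene DLX5 and the glutamate receptor gene GRIK2 had log2 fold changes of 5.28, 4.59 and 4.04 in FF and were at least 11.5-fold, 13.5-fold and 19.4-fold higher in FFPE. MAGEA10 and BAGE5 belong to cancer-testis families with near-identical copies. MAGEA10 was at least 18.9-fold higher in FF TUM and had a log2 fold change of 5.08 in FFPE, and BAGE5 had a log2 fold change of 4.48 in FF and was at least 18.5-fold higher in FFPE. Some of these log2 fold changes rest on a dimmer group that was detected on only part of its 4 arrays. It was detected on 1 array for DLL3 in FF and FFPE, GRIK2 in FF and CAMP in FFPE, on 2 for VGF in FFPE, and on 3 for FGF3 and BAGE5 in FF and for GPX2, MUCL1, MAGEA10 and SFTPC in FFPE. Among these increases, a second probe of AMBN was also called higher in both preservations. Second probes of DLL3, MAGEA10 and CPLX2 were called higher in FF and not called in FFPE, and that of GRIK2 was called in neither. By the rule for naming genes, 913 genes were higher and 1765 lower in TUM in both preservations. Among the 24 genes named here the highest adjusted p from limma was 7.40e-05, that of FGF3 in FFPE.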

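The alveolar and club cell lists fell from NAT to TUM in both preservations. Of 17 measured alveolar type 2 markers, 16 were lower in FF and 15 in FFPE, none was higher, and the counts were the same when adjusted over the list alone. Their median log2 fold change relative to all tested genes was -5.36 in FF (camera adjusted p = 6.96e-10, and adjusted p = 0.383 with an estimated correlation) and -4.90 in FFPE (5.34e-14, and 0.462 with an estimated correlation). With undetected genes at their lower bounds, the median log2 fold change was -4.49 in FF and -4.08 in FFPE. Of 16 alveolar type 1 markers, 15 were lower and none higher in FF, and 12 were lower and 2 higher in FFPE, with unchanged counts when adjusted over the list alone. AQP4, a water channel, had a log2 fold change of -4.89 in FF and was at least 28.1-fold lower in FFPE, and AGER had -4.08 and -4.50, with 1 of 4 FFPE TUM arrays detecting it. Of 11 club and secretory cell genes, 8 were lower in each preservation (8 and 9 adjusted over the list alone), and 2 were higher in FF. SCGB1A1, the main secretory protein of club cells, had a log2 fold change of -2.91 in FF and was at least 73.7-fold lower in FFPE. The adjusted p of all 3 lists with an estimated correlation was 0.383 in FF and 0.462 in FFPE, and with that after quantile normalization it lay between 0.0250 and 0.0607 in FF and between 0.00555 and 0.0204 in FFPE. Of 19 ciliated cell genes, 5 were higher and 6 lower in FF (5 and 6 adjusted over the list alone), and the list was not called (adjusted p = 0.125). In FFPE 7 were lower and none higher (7 adjusted over the list alone), after quantile normalization the counts were 9 higher and 5 lower in FF and 2 and 8 in FFPE, and in FFPE the list was called lower (adjusted p = 0.0301, with adjusted p = 0.553 with an estimated correlation and 0.0699 at the preset correlation after quantile normalization). DNALI1, a dynein light intermediate chain of cilia, had log2 fold changes of -1.73 in FF and -2.93 in FFPE.

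Lists of immune and blood cells were also lower in TUM. Of 43 T and NK cell genes, 36 were lower in FF and 26 in FFPE (36 and 31 adjusted over the list alone), with 3 higher in FF. Of 37 macrophage genes, 32 were lower and 2 higher in FF, and 22 lower and 2 higher in FFPE (32 and 25 lower adjusted over the list alone). MARCO, a scavenger receptor of alveolar macrophages, was at least 31.8-fold lower in FF TUM and at least 21.6-fold lower in FFPE TUM, while SPP1, osteopontin, had log2 fold changes of 3.32 and 3.54. Of 30 neutrophil genes, 27 were lower and 1 higher in FF, and 22 were lower in FFPE (27 and 23 lower adjusted over the list alone), among them S100A12, which was at least 23.5-fold lower in FF. Of 29 B and plasma cell genes, 26 were lower in FF and 12 in FFPE (27 and 13 adjusted over the list alone), and 2 were higher in FFPE. MZB1, a plasma cell protein, had a log2 fold change of -4.87 in FF and was at least 5.09-fold lower in FFPE. Of 14 red blood cell genes, 11 were lower and 1 higher in each preservation, as when adjusted over the list alone. Of 12 mast cell genes, 10 were lower and 1 higher in FF, and 4 were lower in FFPE (10 and 5 lower adjusted over the list alone), with 1 higher and 7 lower in FFPE after quantile normalization. Camera called these 6 lists lower in both preservations, with adjusted p up to 0.0159 in FF and 0.0378 in FFPE, both for mast cells. Their adjusted p with an estimated correlation was at least 0.383 in FF and at least 0.462 in FFPE, and after quantile normalization it ranged from 0.0275 to 0.100 in FF and from 0.00176 to 0.0586 in FFPE. The mast cell call in FFPE was also lost without FFPE NAT array 3 (adjusted p = 0.0550).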

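Genes of the cell cycle and DNA replication rose together in TUM. Of 89 measured genes, 79 were higher in FF and 76 in FFPE, none was lower, and the counts were 81 and 78 adjusted over the list alone. The median log2 fold change relative to all tested genes was 2.57 in FF (camera adjusted p = 1.38e-36, and adjusted p = 0.383 with an estimated correlation) and 2.93 in FFPE (3.26e-31, and 0.462 with an estimated correlation). The median with undetected genes at their lower bounds was 2.26 and 2.46. TPX2, a spindle assembly factor, had a log2 fold change of 3.96 in FF and was at least 11.5-fold higher in FFPE. FOXM1, a transcription factor of mitotic genes, had 3.89 and 3.81, and CENPF, a centromere protein, had 3.81 and 3.87. Of 56 replication-dependent histone genes, 29 were higher and 6 lower in FF, and 25 were higher and none lower in FFPE (29 higher in each adjusted over the list alone). H2BC17 had log2 fold changes of 3.49 in FF and 3.84 in FFPE. Of 23 neuroendocrine genes, 15 were higher and 2 lower in FF, and 10 were higher and none lower in FFPE (17 and 10 higher adjusted over the list alone). CHGB, a granin of secretory granules, had a log2 fold change of 2.86 in FF and was at least 6.52-fold higher in FFPE. Of 34 squamous epithelium genes, 15 were higher and 5 lower in FF, and 11 were higher and 1 lower in FFPE (15 and 14 higher adjusted over the list alone). SOX2, a transcription factor, had log2 fold changes of 4.55 and 4.15, and KRT5, a basal keratin, had 1.58 and 5.31. Of 33 genes of oxidative stress and xenobiotic metabolism, many of them targets of NRF2, 17 were higher and 6 lower in FF, and 16 were higher and 1 lower in FFPE (17 higher in each adjusted over the list alone), with 22 higher and 5 lower in FFPE after quantile normalization. SLC7A11, a cystine transporter, had log2 fold changes of 1.93 and 4.86. The dimmer group was detected on 1 of 4 arrays for TPX2 in FF and SOX2 in FFPE, on 2 for KRT5 and SLC7A11 in FFPE, and on 3 for KRT5 and CHGB in FF, CENPF in FFPE and FOXM1 in both. Camera called these 5 lists higher in both preservations. With an estimated correlation their adjusted p was at least 0.383 in FF and 0.462 in FFPE, and after quantile normalization it ranged from 0.0345 to 0.285 in FF and from 0.000624 to 0.0568 in FFPE, with the lowest values for the cell cycle list.

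Lists of vessels, smooth muscle, mesothelium, antigen presentation, interferon response and immediate early and heat shock genes were also lower. Of 37 endothelial cell genes, 35 were lower in FF and 29 in FFPE (35 and 32 adjusted over the list alone), among them CA4, with log2 fold changes of -6.70, with 2 of 4 FF TUM arrays detecting it, and -4.93. Of 18 MHC class II genes, 18 were lower in FF and 14 in FFPE, as when adjusted over the list alone, and of 43 interferon response genes, 42 and 27 (42 and 32 adjusted over the list alone). Of 18 genes of the MHC class I pathway, 16 were lower in FF and 12 in FFPE (16 and 13 adjusted over the list alone), and of 43 immediate early and heat shock genes, 33 were lower in FF and 17 in FFPE, where 2 were higher (35 and 19 lower adjusted over the list alone), with 4 higher and 30 lower in FF after quantile normalization. Of 16 smooth muscle and pericyte genes, 12 were lower in FF and 5 in FFPE (12 and 11 after quantile normalization), and of 10 mesothelial cell genes, 7 were lower and 2 higher in each, as when adjusted over the list alone. Camera called these 7 lists lower, with adjusted p up to 0.0325 in FF and 0.00250 in FFPE. Their adjusted p ranged with an estimated correlation from 0.383 to 0.548 in FF and from 0.462 to 0.674 in FFPE. The mesothelial cell call in FF was also lost without FF NAT array 2 (adjusted p = 0.0644) and without FF TUM array 3 (0.0676). The fibroblast and collagen matrix list was called higher in FF (adjusted p = 0.0267, with 0.702 with an estimated correlation and 0.0724 at the preset correlation after quantile normalization) and not in FFPE (0.0957), and the interaction test of this difference was not passed (adjusted p = 0.667). In FF it had 10 genes higher and 12 lower, as when adjusted over the list alone, against 19 higher and 9 lower after quantile normalization, and a relative median of 0.32. The cytosolic ribosomal protein, oxidative phosphorylation and proteasome lists were called higher in FFPE (adjusted p = 0.000348, 0.00569 and 0.0109, and 0.674, 0.751 and 0.674 with an estimated correlation). In FF they were not called un-normalized (adjusted p = 0.121, 0.199 and 0.0719), but after quantile normalization they were at the preset correlation (0.0148, 0.0153 and 0.00568) and not with an estimated correlation (0.444, 0.155 and 0.180). In FFPE the adjusted p with an estimated correlation after quantile normalization was 0.0517, 0.0175 and 0.0470. The interaction test of this difference was passed by the ribosomal protein list (adjusted p = 0.00413, and adjusted p = 0.957 with an estimated correlation) and not by the other 2 (0.108 and 0.231). Neither preservation had a call for the glandular epithelium (adjusted p = 0.351 in FF and 0.171 in FFPE), lymphatic endothelial cell (0.0796 and 0.365), hypoxia and glycolysis (0.550 and 0.612) and housekeeping reference (0.797 and 0.365) lists. The adipocyte list, tested in FF only, was not called (adjusted p = 0.0927), and the nerve and Schwann cell list had too few detected genes for the test.

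**Figure D3:**
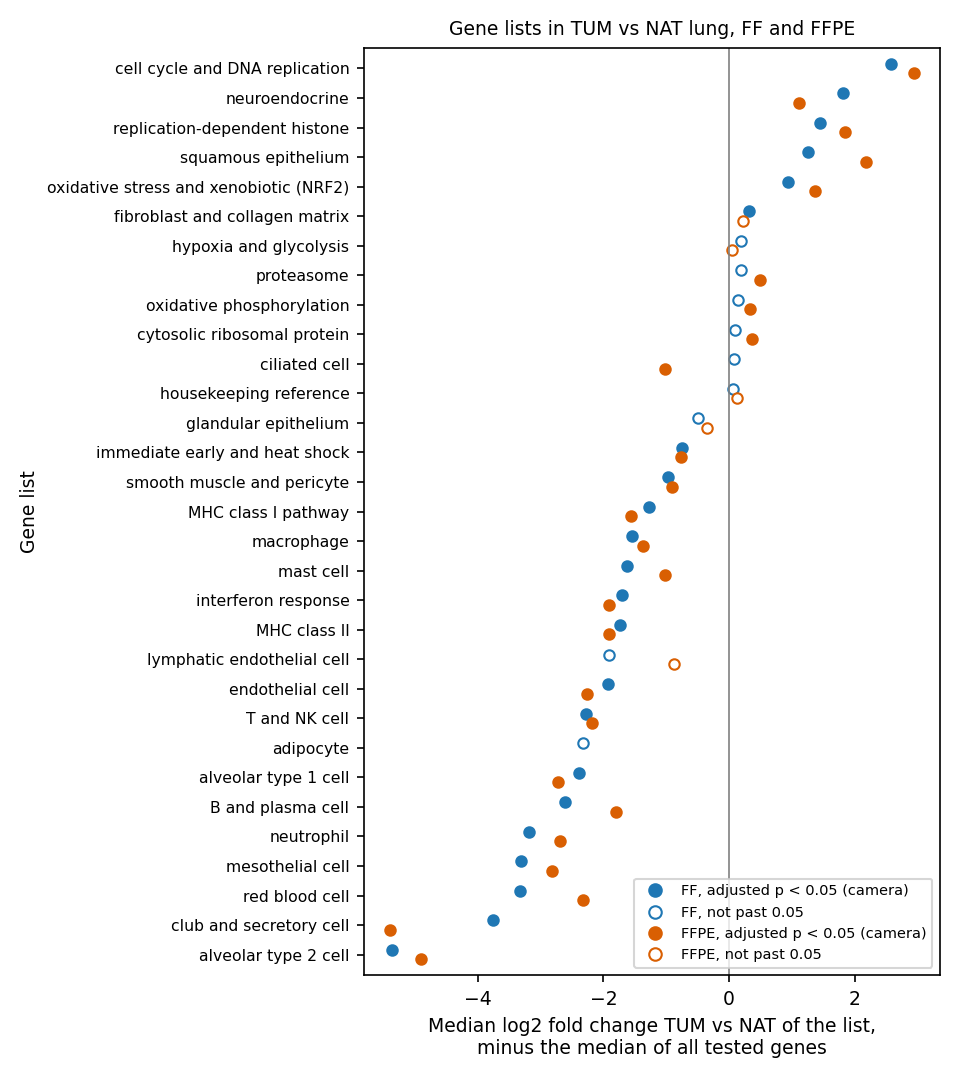
The median log2 fold change of TUM against NAT of each gene list minus the median of all tested genes (x axis), by list (y axis), in FF and FFPE. Filled points mark lists with a camera adjusted p < 0.05 at the preset correlation, which all lose the call with an estimated correlation on un-normalized values. The alveolar type 2 list lies at -5.36 in FF and -4.90 in FFPE, and the cell cycle list at 2.57 and 2.93.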

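Genes of the alveolar epithelium and of the cell cycle were shared by both lists of differentially expressed transcripts, and so were most other probes called in FFPE. TUM differed from NAT in 12691 of 24526 probes in FF (4487 higher, 8204 lower) and in 5565 probes in FFPE (2627 higher, 2938 lower), at an adjusted p under 0.05 from limma on un-normalized log2 intensities. Of the FFPE probes, 4855 were also called in FF, or 87.2% (95% exact binomial interval 86.3% to 88.1%), where 2880 would be expected of independent lists. Of these, 4782 changed in the same direction, 1957 higher and 2825 lower in TUM, and 73 changed in opposite directions. The FFPE list depends on a single array, since without FFPE TUM array 4 it held 10844 probes, and 65.2% of them were in the FF list. Of these 10844, 7482 were higher and 3362 lower in TUM, so the gain was mostly in 1 direction. After quantile normalization FF gave 15378 probes and FFPE 10586, of which 87.1% were shared. This normalization also turned the balance in FF, to 8643 higher and 6735 lower, and the median log2 fold change in FF moved from -0.16 to 0.07.

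Some genes changed between NAT and TUM in a different way in FF and FFPE, by an interaction test over all 16 arrays. UGT3A1, a glycosyltransferase, the germ cell gene TEX15 and the cancer-testis gene CTAG2 were each detected in 4 of 4 FF TUM arrays and in 0 of the FF NAT and FFPE arrays. FAM181A had a log2 fold change of 0.31 in FF and -4.03 in FFPE, and BRINP1 had 2.80 and -1.52. FAM181A was detected on 3 of 4 FFPE TUM arrays, and BRINP1 on 1 of 4 FF NAT and 1 of 4 FFPE TUM arrays. CH25H, cholesterol 25-hydroxylase, had -3.96 in FF and 0.71 in FFPE, a difference of 4.68 (standard error 0.42, adjusted p = 1.19e-06 from limma). KCNF1, a potassium channel subunit, had -0.33 and 4.11. CHIA, a chitinase, GOLT1A and PCBP3 were detected in 4 FF NAT arrays and in 0 FF TUM arrays, while PCBP3 was detected in 2 FFPE NAT and 4 FFPE TUM arrays. In FFPE, CHIA was detected in 1 NAT array and GOLT1A in 2, and both in 0 TUM arrays. For these 2 genes, as for UGT3A1, TEX15 and CTAG2, a loss of signal in FFPE cannot be told from a different change. Of the genes named here, only CTAG2 and CHIA had a second probe. Of 29 B and plasma cell genes, 12 had a higher log2 fold change in FFPE than in FF and none a lower one (16 and 1 adjusted over the list alone; camera adjusted p = 0.000624, and adjusted p = 0.957 with an estimated correlation). Of 19 ciliated cell genes, 5 had a lower one in FFPE and none a higher one (7 adjusted over the list alone; camera adjusted p = 2.56e-05). With an estimated correlation the adjusted p was 0.957 for both lists, and with that after quantile normalization it was 0.0256 and 0.111. In all, 1773 probes passed the interaction test, 1308 with a higher and 465 with a lower log2 fold change in FFPE. With all 16 arrays this balance depends on the scaling, with 2391 higher and 2202 lower after quantile normalization and 1418 higher and 2307 lower after median centring. Without FFPE TUM array 4, on un-normalized values, 9241 probes passed, 8484 higher and 757 lower. The median difference of all probes was then 0.53, against 0.26 with that array.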

With a false discovery rate (FDR) of <5%, approximately 74% (4793/6473) of the transcripts identified in the FFPE comparison also overlapped with those identified in the FF comparison (Fig. 2D). 

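At an adjusted p under 0.01, 10464 probes differed between TUM and NAT in FF and 3544 in FFPE. Of the FFPE probes, 3187 were also called in FF, or 89.9% (95% exact binomial interval 88.9% to 90.9%), and 25 of these changed in opposite directions. Among the shared probes of one direction, 1205 were higher and 1957 lower in TUM. The surfactant genes SFTPC, SFTPB and SFTPD, the endothelial carbonic anhydrase CA4 and the cell cycle genes TPX2, FOXM1 and CENPF stayed past this stricter threshold in both preservations. CSF3 and CAMP, genes of neutrophils and their growth, did so too. HDC, the histidine decarboxylase of mast cells, had an adjusted p of 2.75e-11 in FF and 0.0151 in FFPE, and the collagen gene COL11A1 had 5.31e-14 and 0.0188. In runs without 1 array the FFPE adjusted p stayed under 0.05 in 7 of 8 runs for HDC and in 5 of 8 for COL11A1. Without FFPE TUM array 4, 8162 probes passed in FFPE and 64.2% of them were in the FF list. From its comparisons of FF with FFPE tissue, the paper states in its discussion that the profiles of matched tissues were highly concordant.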

Similar overlapping results were obtained at a more stringent FDR (<1%) (Fig. S1).

**Figure 2:**
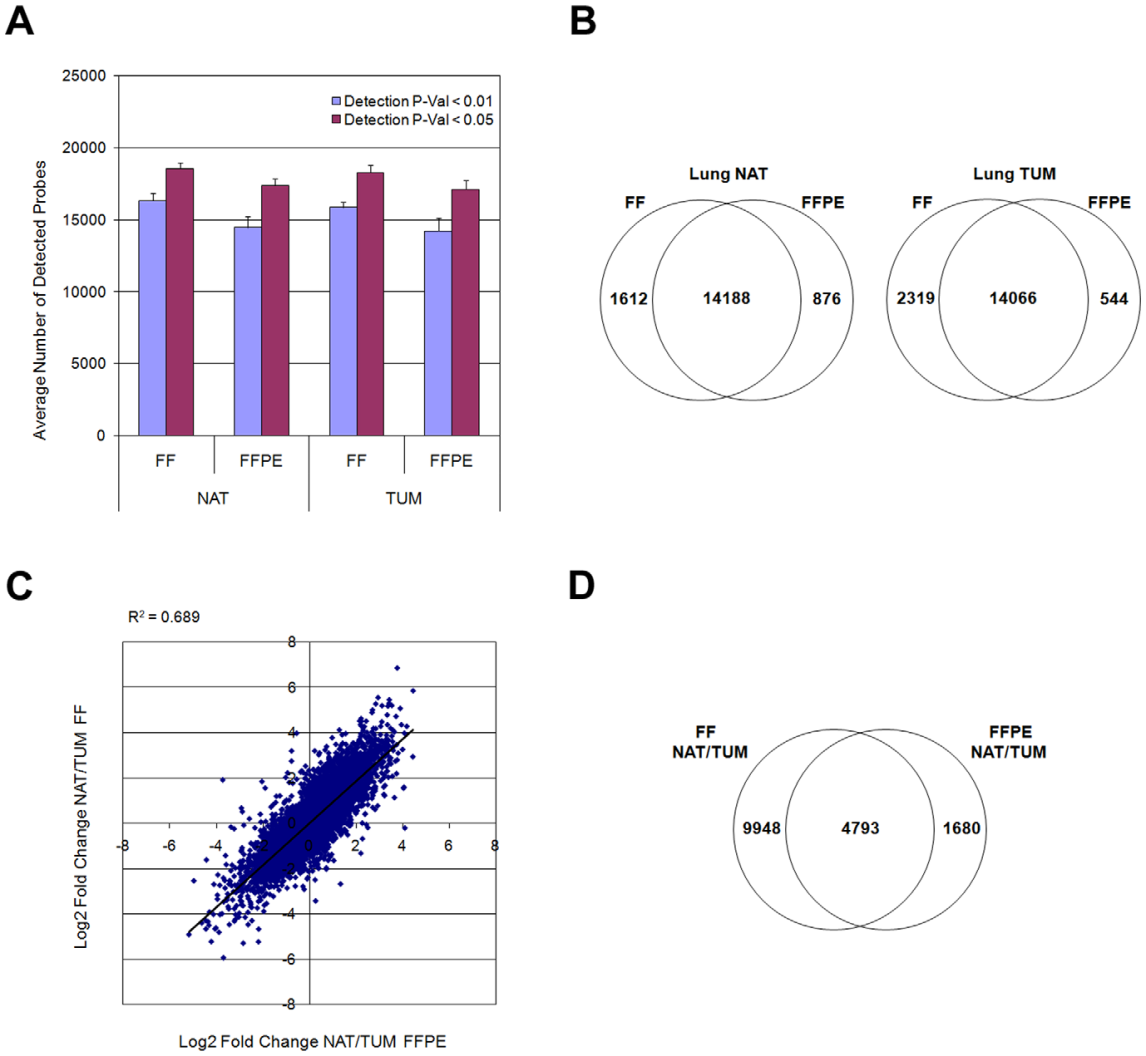
Comparison between fresh-frozen (FF) and FFPE samples. Matched FF and FFPE samples for lung tumor (TUM) and normal adjacent tissue (NAT) were labeled and hybridized using the WG-DASL assay. (A) Assays were performed in quadruplicate and the average number of detected probes plotted for each sample (error bars ± SEM). (B) The overlap of detected probes between the matched FF and FFPE samples for both the NAT and TUM tissues was calculated as the percentage of detected FFPE probes also detected in the corresponding FF sample. (C) The fold-change correlation between FF and FFPE samples was calculated as the Log_2_ of the fold-change between the NAT and TUM tissues intensities. All detected probes (Detection p-value <0.01) are plotted. (D) Lists of differentially expressed probes were generated by comparing replicates of the NAT and TUM tissues with a false discovery rate (FDR) cutoff of <5%. The overlap of differentially expressed probes between the FF and FFPE matched samples for both the NAT and TUM tissues was calculated as the percentage of differentially expressed FFPE probes also detected in the corresponding FF sample.

### Fold-Change Detection and Dynamic Range

To further characterize the sensitivity of the WG-DASL assay, we designed an experiment to evaluate the ability of the assay to discriminate among different RNA mixtures. Total RNAs from Raji and MCF-7 cells were mixed in the following ratios: 100/0, 90/10, 75/25, 67/33, 50/50, 33/67, 25/75, 10/90 and 0/100% (corresponding to 1.0, 1.1, 1.3, 1.5, 2.0, 3.0, 4.0 and 10.0 fold-change respectively), with six replicates performed for each mixture and having a combined input of 100 ng in each case. Unsupervised hierarchical clustering revealed that the assay was able to accurately recapitulate the expected relationships among the different mixed samples (Fig. 3A).

**Figure 3:**
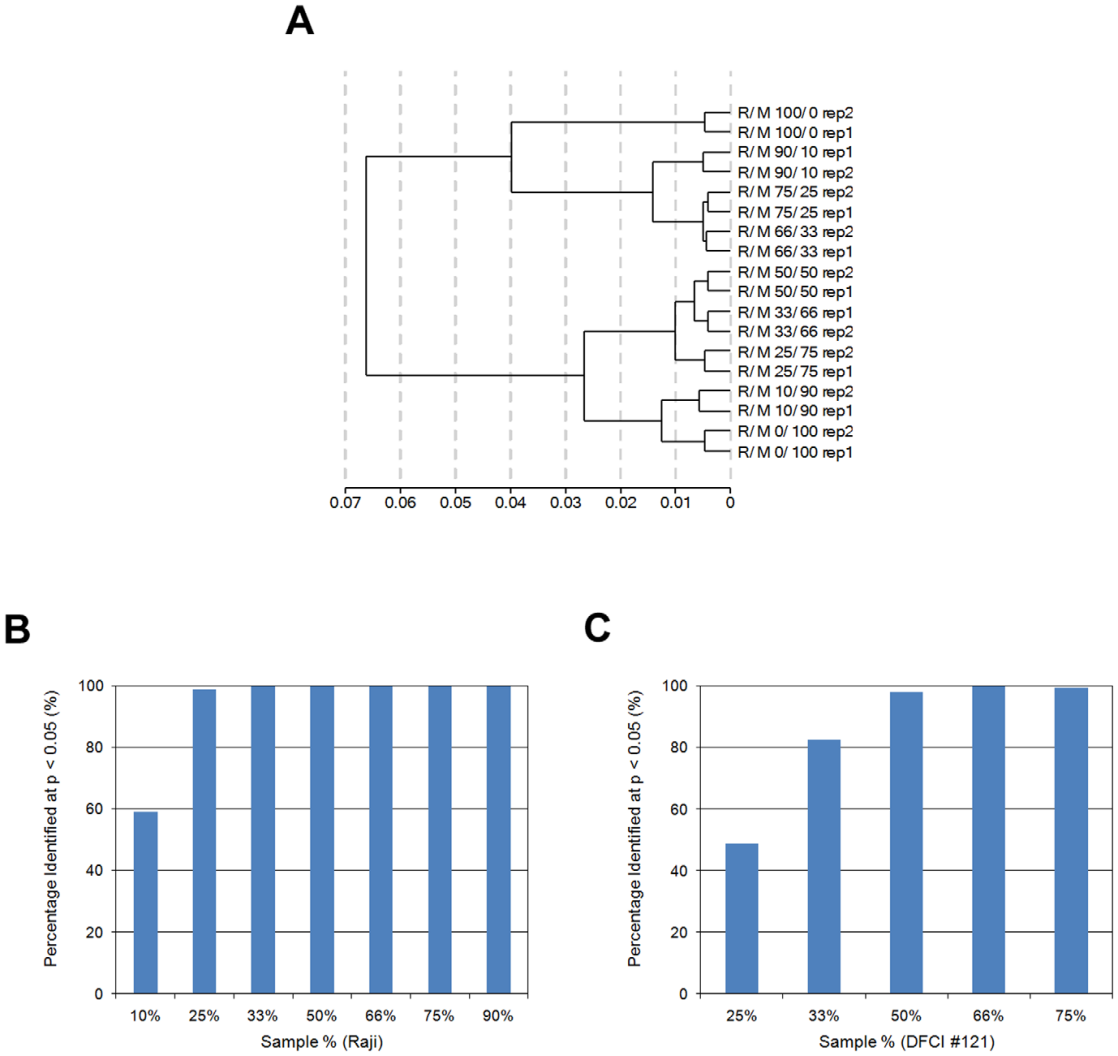
Assay fold-change detection. (A) Total RNAs from Raji (R) and MCF-7 (M) cells were mixed at various ratios, with each mixture having a combined input of 100 ng. After labeling and hybridizing, the raw data underwent unsupervised hierarchical clustering using all 24526 probes shown in the cluster dendrogram. Units on the x-axis are Pearson's correlation coefficient (R). (B) Using a set of differentially expressed probes, derived from comparisons between the two intact RNA samples (Raji and MCF-7), the number of differentially expressed probes identified in different Raji/MCF-7 mixtures was calculated and plotted as a percentage of that identified in the 100% Raji sample. Values on the x-axis correspond to the percentage of Raji RNA in each mixture, while the values on the y-axis represent the percentage of Raji-specific probes detected in each mixture at p <0.05. For example, more than 98% of the Raji-specific probes were detected in the 25% Raji mixture (1.3-fold change) and higher Raji mixtures. (C) Using a set of differentially expressed probes, obtained from comparisons between two FFPE samples (DFCI #121 and DFCI #123), the number of differentially expressed probes identified in the different DFCI #121/#123 mixtures was calculated and plotted as a percentage of that identified in the 100% DFCI #121 sample. Values on the x-axis correspond to the percentage of DFCI #121 RNA in each mixture, while the values on the y-axis represent the percentage of DFCI #121-specific probes detected in each mixture at p<0.05. For example, more than 80% of the DFCI #121-specific probes were detected in the 33% DFCI #121 mixture (1.5-fold change) and higher DFCI #121 mixtures.

For a more rigorous analysis, we next selected a set of probes that were specific for the Raji cell line such that the detection p-value <0.01 for Raji, but >0.1 for MCF-7. Using these thresholds a set of 433 Raji-specific probes were obtained. The average signal intensities for this probe set in each mixture were calculated and then compared to that obtained for the 100% Raji RNA sample. With 98% of the Raji-specific probes detected in the 25–33% Raji/MCF-7 mixtures, the WG-DASL assay therefore is capable of detecting 1.3–1.5-fold changes in intact samples (Fig. 3B).

We next performed a similar experiment to assess the fold-change detection capabilities of the WG-DASL assay using FFPE samples. For this experiment RNAs from two different FFPE samples (DFCI #121 and DFCI #123) were mixed in the following ratios: 100/0, 75/25, 67/33, 50/50, 33/67, 25/75 and 0/100% (corresponding to 1.0, 1.3, 1.5, 2.0, 3.0 and 4.0 fold-change respectively), with six replicates performed for each mixture and having a combined input of 200 ng in each case. We then selected a set of probes that were specific for the DFCI #121 sample such that the detection p-value <0.01 for DFCI #121, but >0.01 for DFCI #123. Using these thresholds a set of 154 DFCI #121-specific probes were obtained. The average signal intensities for this probe set in each mixture were calculated and then compared to that obtained for the 100% DFCI #121 sample. With 82–98% of the DFCI #121-specific probes detected in the 33–50% DFCI #121/123 mixtures, the WG-DASL assay therefore is capable of detecting 1.5–2-fold changes in FFPE samples (Fig. 3C).

The WG-DASL assay also yielded a dynamic range of ∼3 logs as determined by serial dilutions of artificially synthesized RNAs spiked into a background of 100 ng total Raji RNA (Fig. S2).

### Performance with Low Inputs

Having obtained robust expression profiling data with 100 ng intact total RNA, we next sought to determine the performance of the WG-DASL assay at lower RNA input levels. For this purpose various amounts (100 ng, 50 ng, 10 ng, 5 ng, 1 ng, 250 pg, 100 pg and 10 pg) of Raji and MCF-7 total RNAs were assayed. For both cell lines, data generated with as little as 250 pg still yielded reproducible expression profiles with an average correlation of R^2^∼0.92 (Fig. 4A, Table 3), while the 50 pg and 10 pg RNA inputs yielded average intensity correlations of R^2^∼0.82 and 0.78, respectively (Table 3). On average, the probe overlap as compared to 100 ng was 71.7%, 42.6% and 22.9% for the 250, 50 and 10 pg inputs respectively (Table 3). Comparison of expression profiles generated with the lower inputs to that obtained with the standard 100 ng input revealed average intensity correlations of R^2^∼0.91 for the 250 pg (Fig. 4B), and R^2^∼0.80 and 0.72 for the 50 pg and 10 pg inputs, respectively (Table 3). To further assess the ability of the WG-DASL assay to detect differentially expressed genes with lower inputs we compared lists of differentially expressed transcripts detected at the 250 pg level to that obtained with the standard 100 ng input. Using a p-value  = 0.001 cutoff, approximately 95.5% (10716/11222 probes) of the differentially expressed transcripts in the 250 pg input was also identified in the standard 100 ng input (Fig. 4C).

**Figure 4:**
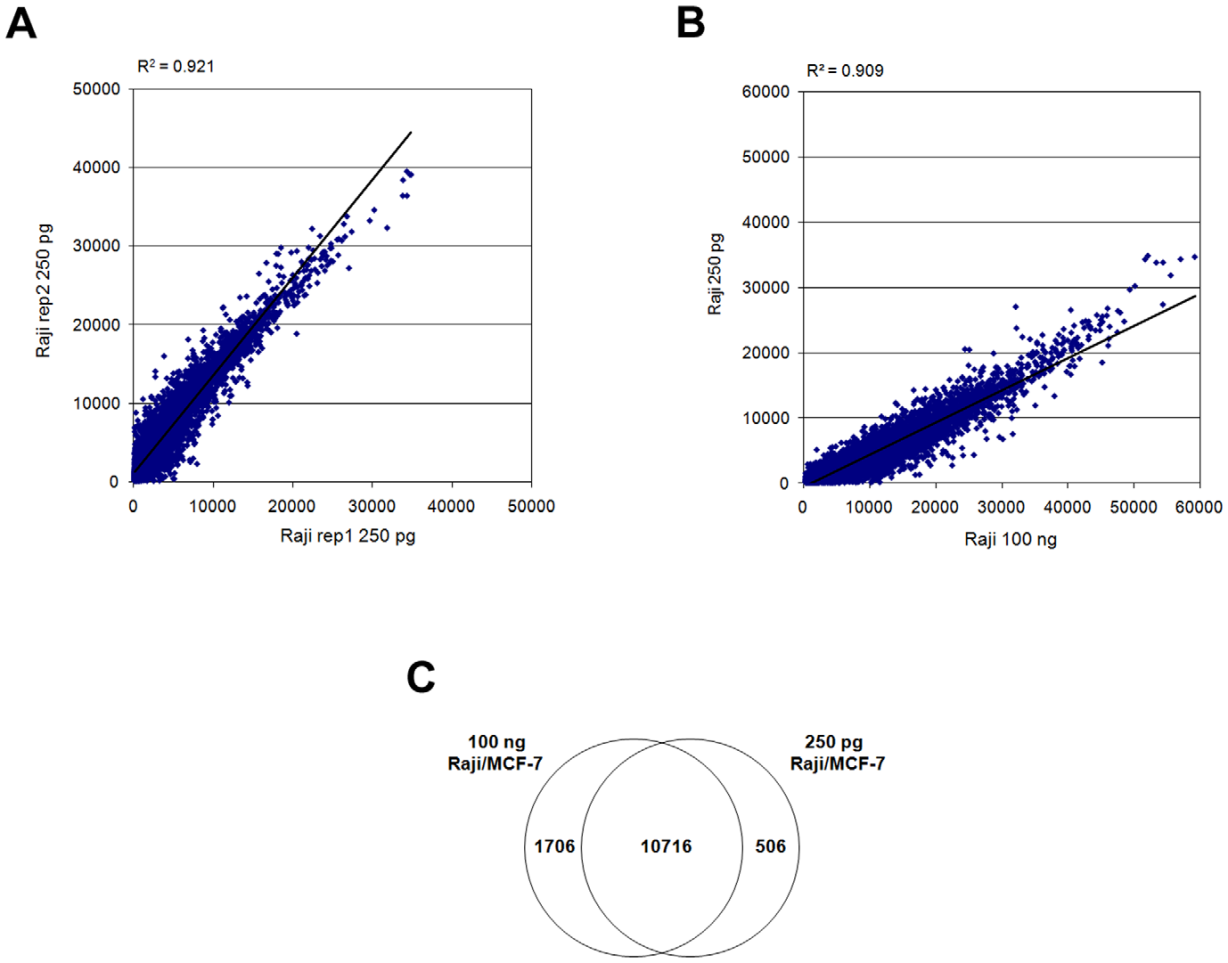
WG-DASL assay performance with low RNA inputs. (A) Raw intensity scatterplots are shown for assay replicates for 250 pg Raji RNA and (B) also for a correlation between 250 pg and 100 ng Raji RNA. (C) Lists of differentially expressed probes were generated by comparing replicate data for Raji and MCF-7 cells using a cutoff of p = 0.001. The overlap of differentially expressed probes (Raji vs. MCF-7) between the 250 pg and 100 ng RNA inputs was calculated as the percentage of differentially expressed probes identified in the 250 pg sample which was also identified in the 100 ng sample.

**Table 3:** WG-DASL Assay Performance as a Function of Intact RNA Input.

Metric	100 ng	50 ng	10 ng	5 ng	1 ng	250 pg	50 pg	10 pg
Average number of detected probes (MCF-7)	15247	15150	15060	14966	14279	10382	6671	3258
Average number of detected probes (Raji)	13291	13141	13032	13001	12197	10001	5499	3254
Average probe overlap with 100 ng (MCF-7; %)	100.0	99.4	98.8	98.2	93.7	68.1	43.8	21.4
Average probe overlap with 100 ng (Raji; %)	100.0	98.9	98.1	97.8	91.8	75.2	41.4	24.5
Average correlation with 100 ng (MCF-7; R^2^)	1.000	0.986	0.976	0.966	0.932	0.906	0.795	0.717
Average correlation with 100 ng (Raji; R^2^)	1.000	0.988	0.976	0.971	0.920	0.917	0.807	0.729
Self-Reproducibility (MCF-7; R^2^)	0.988	0.987	0.986	0.982	0.969	0.909	0.826	0.791
Self-Reproducibility (Raji; R^2^)	0.990	0.989	0.987	0.986	0.941	0.921	0.821	0.775

Values for the number of detected probes, probe overlap and correlation are derived from the average of two technical replicates. Probe overlap is calculated as a percentage of the number of probes with matching detected calls at p-value <0.01 between the low and standard inputs divided by the total number of probes detected in the standard input (100 ng). Values shown for the correlation and self-reproducibility are calculated for probes detected (p <0.01) in both inputs and replicates, respectively.

To assess the performance of the WG-DASL assay with limiting quantities of FFPE samples, we performed a similar experiment as described for the intact samples, using two FFPE samples (DFCI #120 and DFCI #129) with total RNA inputs as follows: 200 ng, 50 ng, 10 ng, 5 ng, 1 ng and 250 pg. Each sample was assayed twice. For both FFPE samples, inputs as low as 5 ng yielded detected probe concordance (overlap) rates of >85% and raw intensity correlations of R^2^>0.85 when compared with standard inputs of 200 ng (Table 1). Moreover, these results were reproducible with self-correlations of R^2^>0.90. Despite the lower probe concordance rates (∼60%) between the 1 ng input and the standard 200 ng input, the raw expression profiles at the 1 ng input level remained reproducible, with R^2^∼0.80 and had correlations of R^2^>0.75 when compared with the standard 200 ng input.

### Comparison and Validation of the WG-DASL Assay with IVT-Based Microarray Profiling and Real-Time Quantitative PCR Methods

To validate the global expression profiles obtained with the WG-DASL assay, 100 ng total RNA derived from MCF-7 and Raji cells were labeled using an *in vitro* transcription (IVT)-based method [22] and hybridized to the same microarray. The IVT-method employed here allows linearly amplified cRNA to be directly hybridized to the same type of whole genome expression BeadChip as that used in the WG-DASL assay and provides an independent means by which different labeling methods may be compared on a global scale. Fold-change (i.e. Raji/MCF-7) data derived from both the WG-DASL assay and the IVT-method were then extracted and compared. Our analysis yielded reproducible and highly similar results, with an average correlation of R^2^∼0.80 (Fig. 5A), indicative of a high degree of measurement concordance between the two different gene expression platforms.

**Figure 5:**
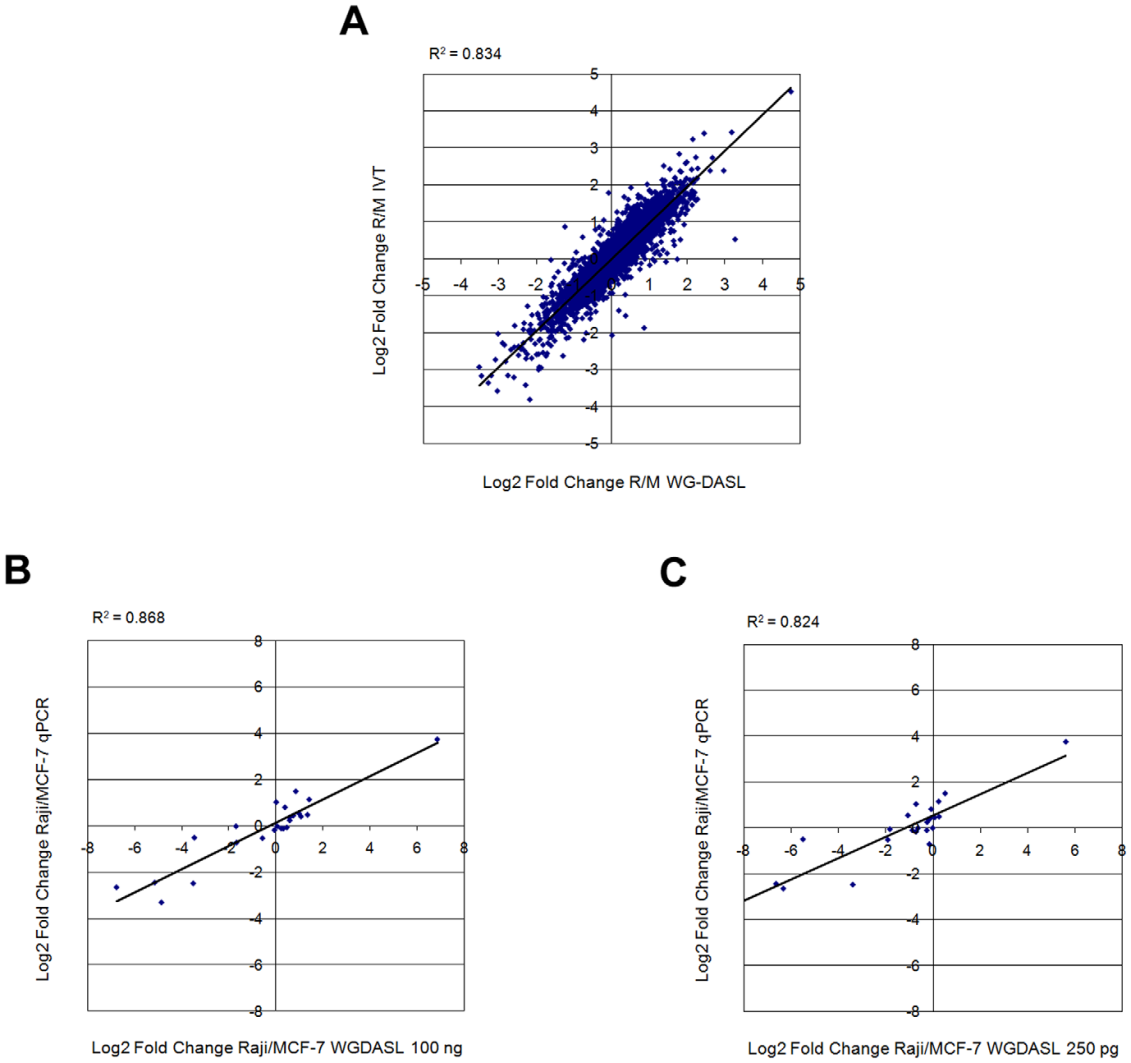
Validation with *in vitro* transcription-based and qRT-PCR assays. (A) Logarithmic fold-changes in transcript abundance between two cancer cell lines (Raji and MCF-7) were compared between the WG-DASL assay (100 ng total RNA input; x-axis) and an *in vitro* transcription (IVT)-based array platform (100 ng total RNA input; y-axis); data were quantile normalized and all common detected probes (Detection p-value <0.01) were plotted. (B) Comparison of the WG-DASL assay (100 ng total RNA input; x-axis) and qRT-PCR (y-axis) with intact RNA and (C) the WG-DASL assay with lower intact input (250 pg total RNA; x-axis) and qRT-PCR (y-axis). The qRT-PCR fold-change data are derived from Ct values for 24 common transcripts.

We also compared the WG-DASL assay results to that obtained with real-time quantitative PCR (qRT-PCR). For comparisons in intact RNAs we designed a set of primers corresponding to a panel of 24 genes, whose expression levels differed between the assayed cell lines (Raji and MCF-7). Using the “fold-change” method described earlier, our comparisons across these 24 common genes between the WG-DASL (100 ng input RNA) and the qRT-PCR assays consistently demonstrated, on average, a strong correlation (R^2^∼0.87) across replicate experiments (Fig. 5B). Furthermore, a similar degree of concordance (R^2^∼0.85) was maintained even when the WG-DASL assay was performed with 250 pg RNA input (Fig. 5C). We noted a compression of the WG-DASL fold-change data as compared to that obtained with the qRT-PCR assay – a phenomenon that has been previously reported for microarray-based expression analysis [9], [23]. For comparisons in FFPE-derived RNAs we designed a set of primers corresponding to a panel of 12 genes, with amplicon sizes ranging from 70–85 bp. We then compared WG-DASL and qRT-PCR data (Table S1) obtained for three ovarian cancer FFPE samples (DFCI #79, 98 and 118). Across the 12 assayed genes we obtained fold-change correlations of R^2^ = 0.63 for DFCI #79/98, R^2^ = 0.61 for DFCI #98/118 and R^2^ = 0.42 for DFCI #79/118, yielding an average of R^2^ = 0.55 for all three paired combinations.

## Discussion

Over the last two decades, significant strides have been made in RNA profiling in FFPE tissues, including efforts to standardize tissue handling and fixation procedures [24], [25] and improving RNA extraction methodologies for FFPE tissues [13], [26], [27]. Despite these advancements, very few technologies have emerged that are capable of robust whole transcriptome profiling in archived FFPE materials. Initial attempts at large-scale expression profiling in FFPE tissues yielded either poor reproducibility and sensitivity [28] or loss of gene signature information when compared with matched FF samples [29]. Most recently, several commercial and academic endeavors have focused on improving the efficiency of amplification and labeling of FFPE-derived RNAs and have met with varying degrees of success [5]–[8], [30]–[34]. While in some instances these technologies have demonstrated their ability to retrieve meaningful biological information from degraded samples [27], [35], concerns remain centered largely around the capability with which older archived tissues (>10 years) can be routinely profiled [29], [31] as well as reports of low signal intensities and poor (transcript) detection sensitivity in FFPE tissues [5], [7], [36].

Here we describe the development of a robust and highly sensitive profiling assay capable of generating high quality expression profiles in degraded/FFPE samples at a whole-transcriptome level. The assay is highly reproducible with as little as 50 ng total RNA extracted from FFPE tissues (R^2^>0.97). It is capable of accurately detecting 1.3–1.5 and 1.5–2 fold changes in intact and FFPE samples, respectively, with a dynamic range of 3 logs. Comparisons between matched FF and FFPE tissues yielded a high degree of profile concordance with a large number of transcripts robustly detected in both FF and FFPE samples. Detailed comparisons between normal and tumor FF and FFPE sample sets yielded significant fold-change correlations of R^2^∼0.70 and >70% of the differentially expressed transcripts shared between both FF and FFPE sample sets. For qRT-PCR vs. WG-DASL comparisons we, like others [5], also noted poorer correlations for genes with low array signal intensities, which adversely impacted the overall platform concordance. Despite this effect we obtained an average fold-change correlation of R^2^ = 0.55, a result which is consistent with that reported for other studies [5], [36]. Given its overall performance at this level, the WG-DASL assay now enables studies that previously would have been difficult, for example, using archival tissue blocks for either retrospective or prospective randomized trials. Indeed, it has already been successfully applied to interrogate global gene expression patterns in stage I serous invasive versus borderline ovarian tumors [37].

In addition to enabling whole-genome RNA profiling in FFPE tissues, the WG-DASL assay also performs well with low RNA inputs. With as little as 250 pg of intact total RNA (∼25 cell equivalent), the assay still maintains good reproducibility (R^2^ = 0.92) without significantly compromising either the intensity correlation (R^2^ = 0.91), sensitivity (>70%) or differential transcript overlap (>85%) when compared with standard amounts of RNA input (100 ng). For FFPE-derived RNAs, inputs as low as 1 ng total RNA generated reproducible expression profiles with R^2^∼0.80, while still maintaining a correlation of R^2^∼0.75 when compared with standard FFPE inputs (200 ng). Therefore, this technology is particularly useful for clinical research where minimally invasive procedures often yield limiting amounts of starting material such as fine needle biopsies and circulating tumor cells.

## Materials and Methods

### RNA Samples

Cancer cell line RNAs, breast adenocarcinoma (MCF-7) and Burkitts Lymphoma (Raji), were purchased from Applied Biosystems Inc/Ambion (Austin, TX, USA). For comparisons between fresh frozen and FFPE tissues we used matched lung tissue samples from a tumor and the normal adjacent tissue that were preserved as fresh-frozen and FFPE tissue. RNA was extracted from the fresh frozen tissue using a standard RNeasy protocol (QIAGEN GmbH, Hilden, Germany), while FFPE RNAs were isolated from 10 µm sections using the FormaPure Kit (Agencourt Bioscience Corporation, Beverly, MA, USA). The archival age for the lung FFPE tissues was 3 years. RNAs from ovarian tumor FFPE samples, with archival ages ranging from 8–13 years, were extracted using the RNeasy FFPE Kit (QIAGEN GmbH, Hilden, Germany) according to the manufacturer's instructions with a few modifications described next. Punch biopsies (3–4), 0.6 mm in diameter, were obtained from each tissue block and were placed in a tube containing 1 ml xylene. Immediately after the 100% ethanol extraction step, an additional 70% ethanol extraction was performed. Proteinase K digestions were at 55°C for 35 min followed by 80°C for 25 min. Genomic DNA was removed by centrifugation in gDNA Eliminator spin columns at 8000 x g for 1 min, after which a volume of 1400 µl ethanol was added to the flow-through fraction, resulting in three passes through the RNeasy MinElute spin column. The first Buffer RPE wash was performed at 8000 x g for 1 min and prior to the final elution the dried spin column membranes were incubated in 30 µl RNase-free water for 10 min at room temperature before centrifugation.

### Whole Genome DASL Assay Workflow

The Whole-Genome DASL assay is derived from a previously described high throughput gene expression system, the cDNA-mediated annealing, selection, extension and ligation (DASL) assay [9], but differs from the original assay by having improved multiplexing capability, thereby significantly increasing the number of transcripts that may be assayed in parallel, while still retaining the ability to profile degraded samples. Briefly, total RNA was converted to cDNA using biotinylated oligo-dT_18_ and random nonamer primers. Two assay-specific oligonucleotides were designed to interrogate a single contiguous 50 nt sequence on each cDNA. Each of these oligonucleotides consisted of two parts: an upstream-specific oligonucleotide (USO) containing a 3′ gene-specific sequence and a 5′ universal PCR primer sequence (P1), while the downstream-specific oligonucleotide (DSO) contained a 5′ gene-specific sequence and a different 3′ universal PCR primer sequence (P2′). The USOs and DSOs were designed with an average T_m_ of 65°C and 58°C, respectively and an average length of 22 and 20 nt, respectively. Using this approach, a total of 24526 oligonucleotide pairs (probes) were designed and pooled, which together constituted the whole genome DASL assay pool (DAP), corresponding to 18626 unique genes, based on well-annotated content derived from the National Center for Biotechnology Information Reference Sequence Database (Build 36.2, Release 22)). The DAP was then annealed to the targeted cDNAs during a 16 h temperature gradient (70 to 30°C) incubation followed by enzymatic extension and ligation steps, as previously described [9]. Ligated products were PCR-amplified and labeled with a universal Cy3-coupled primer after which single-stranded labeled products were precipitated and then hybridized to whole genome gene expression BeadChips as previously described [22]. BeadChips were then scanned on a BeadArray™ Reader using BeadScan software (v3.2), during which fluorescence intensities were read and images extracted. Scanned data were then uploaded into GenomeStudio® software (v1.1), via the gene expression module (WG-DASL Assay) for further analysis. All of the microarray data are MIAME compliant and have been submitted to GEO (Accession Number: GSE17599).

### Microarray Data Analysis

Unless otherwise stated, all data were analyzed in an un-normalized, raw state. All individual samples were assayed a minimum of two times and in certain instances as many as six replicates were performed. Data quality was assessed using several assay controls and Detection p-values were computed using several hundred negative controls to determine gene expression detection limits. Unsupervised hierarchical clustering was performed in GenomeStudio using Pearson's correlation coefficient and average linkage clustering. Assay performance metrics are described further in the Results section.

### Real-Time Quantitative RT-PCR (qRT-PCR)

Total RNAs were converted to cDNA using the WG-DASL assay workflow described earlier. For quantifying intact RNAs, a set of 24 primers was used to amplify approximately 200 bp fragments, while for FFPE-derived RNAs a set of 12 primers was designed to generate 70–85 bp amplicons. qRT-PCR analyses were performed on the ABI Prism 7900HT sequence detection system (Applied Biosystems Inc, Foster City, CA, USA) as described previously [9]. In brief, reactions contained 1 µl cDNA template (the equivalent of 1 ng intact RNA or 2 ng FFPE-derived RNA obtained from a serial dilution of the original WG-DASL assay-derived cDNA), 0.25 µM each of forward and reverse primer (Invitrogen, Carlsbad, CA, USA) and 5 µl SYBR Green PCR Master Mix (Applied Biosystems Inc, Foster City, CA, USA) in a total volume of 10 µl. PCR amplifications consisted of an initial enzyme activation step at 95°C for 12 min followed by 40 cycles of 95°C for 20 sec, 54°C for 20 sec and 72°C for 30 sec.

## Supporting Information

Figure S1 Differential gene expression overlap between FF and FFPE samples at FDR <1%. Lists of differentially expressed probes were generated by comparing replicates of the NAT and TUM tissues with a false discovery rate (FDR) cutoff of <1%. The overlap of differentially expressed probes between the FF and FFPE matched samples for both the NAT and TUM tissues was calculated as the percentage of differentially expressed FFPE probes also detected in the corresponding FF sample.
(6.76 MB TIF)

Figure S2 WG-DASL assay dynamic range. Intensity data from eight synthetic RNAs are shown as the number of input RNA molecules (x-axis) vs. log10 intensity (y-axis). Experiments were performed in duplicate and the error bars were calculated as the standard error of the mean.
(6.76 MB TIF)

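Table S1 lists 12 genes measured in 3 ovarian tumor FFPE samples, each by qRT-PCR and by the WG-DASL assay in duplicate. The qRT-PCR values are threshold cycles, which fall as the amount of cDNA rises, and the WG-DASL values are normalized intensities, so a fold change is a difference of cycles in the first and a log2 ratio in the second. Recomputed here from the means of the duplicates, R2 of the fold changes across the 12 genes was 0.629 for the first and second sample, 0.613 for the second and the third, and 0.417 for the first and the third, with a mean of 0.553. Duplicates differed by a median of 0.92 cycles by qRT-PCR and by 0.10 in log2 intensity. CCND1, the cyclin D1 gene, had the paper's threshold cycles of 18.83 and 30.79 in the duplicates of the third sample, while its intensities there were 23204 and 22571. Without CCND1, R2 across the other 11 genes was 0.622, 0.288 and 0.540 for the same pairs. Genes are not independent replicates, and 12 of them leave these correlations imprecise.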

Table S1 qRT-PCR and WG-DASL Assay Data for FFPE Tissues.
(0.07 MB DOC)

# Supplementary material for: Whole-Genome Gene Expression Profiling of Formalin-Fixed, Paraffin-Embedded Tissue Samples
**Source:** PLoS One. 2009 Dec 3;4(12):e8162. doi: 10.1371/journal.pone.0008162
**Supplement:** Table S1 — qRT-PCR and WG-DASL Assay Data for FFPE Tissues. (0.07 MB DOC)

| Table S1. qRT-PCR and WG-DASL Assay Data for FFPE Tissues. | | | | |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | Raw qRT-PCR Ct Numbers | | | | | |
| PROBE_ID | REFSEQ_ID | GENE | DFCI #79 | | DFCI #98 | | DFCI #118 | |
|  |  |  | Replicate 1 | Replicate 2 | Replicate 1 | Replicate 2 | Replicate 1 | Replicate 2 |
| ILMN_1665004 | NM_007359.3 | CASC3 | 29.06 | 26.58 | 30.15 | 31.13 | 30.06 | 29.00 |
| ILMN_1688480 | NM_053056.2 | CCND1 | 30.17 | 30.22 | 31.27 | 32.34 | 18.83 | 30.79 |
| ILMN_1730084 | NM_007310.1 | COMT | 31.09 | 31.00 | 33.08 | 32.39 | 30.56 | 30.78 |
| ILMN_1785637 | NM_080425.2 | GNAS | 33.10 | 31.49 | 31.15 | 29.56 | 28.79 | 31.82 |
| ILMN_1807662 | NM_000876.2 | IGF2R | 29.45 | 30.68 | 31.43 | 30.49 | 31.12 | 30.28 |
| ILMN_1810214 | NM_005354.3 | JUND | 34.70 | 34.46 | 32.84 | 34.18 | 31.52 | 34.45 |
| ILMN_1652104 | NM_033360.2 | KRAS | 29.10 | 27.60 | 29.38 | 30.08 | 29.76 | 29.50 |
| ILMN_1786601 | NM_002657.2 | PLAGL2 | 28.67 | 28.69 | 30.58 | 29.62 | 29.73 | 29.15 |
| ILMN_2051519 | NM_000998.4 | RPL37A | 28.00 | 27.53 | 27.40 | 28.79 | 30.68 | 29.01 |
| ILMN_1679133 | NM_030666.2 | SERPINB1 | 29.93 | 29.53 | 32.94 | 32.04 | 32.20 | 31.44 |
| ILMN_1662438 | NM_000454.4 | SOD1 | 28.33 | 27.72 | 27.92 | 27.11 | 29.79 | 29.10 |
| ILMN_1779356 | NM_000546.3 | TP53 | 32.01 | 30.73 | 32.36 | 31.04 | 32.39 | 31.72 |
|  |  |  |  |  |  |  |  |  |
|  |  |  | WG-DASL Assay Normalized Intensities | | | | | |
| PROBE_ID | REFSEQ_ID | GENE | DFCI #79 | | DFCI #98 | | DFCI #118 | |
|  |  |  | Replicate 1 | Replicate 2 | Replicate 1 | Replicate 2 | Replicate 1 | Replicate 2 |
| ILMN_1665004 | NM_007359.3 | CASC3 | 9785 | 9397 | 5864 | 5416 | 7819 | 6777 |
| ILMN_1688480 | NM_053056.2 | CCND1 | 17367 | 16041 | 11617 | 12912 | 23204 | 22571 |
| ILMN_1730084 | NM_007310.1 | COMT | 2501 | 2979 | 2507 | 1902 | 2090 | 2753 |
| ILMN_1785637 | NM_080425.2 | GNAS | 31 | 34 | 90 | 95 | 85 | 46 |
| ILMN_1807662 | NM_000876.2 | IGF2R | 8366 | 8251 | 9148 | 8963 | 10287 | 9589 |
| ILMN_1810214 | NM_005354.3 | JUND | 20652 | 20264 | 21443 | 21536 | 22320 | 22386 |
| ILMN_1652104 | NM_033360.2 | KRAS | 49 | 44 | 46 | 43 | 47 | 56 |
| ILMN_1786601 | NM_002657.2 | PLAGL2 | 9329 | 9544 | 11625 | 12135 | 12541 | 11534 |
| ILMN_2051519 | NM_000998.4 | RPL37A | 10655 | 10337 | 7950 | 6911 | 8055 | 7682 |
| ILMN_1679133 | NM_030666.2 | SERPINB1 | 2978 | 3277 | 969 | 1215 | 1306 | 1435 |
| ILMN_1662438 | NM_000454.4 | SOD1 | 6552 | 6375 | 6838 | 6934 | 4967 | 4736 |
| ILMN_1779356 | NM_000546.3 | TP53 | 5866 | 5811 | 5567 | 5966 | 5601 | 5436 |

How the deposited data were processed for this re-analysis (not part of the article)

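RNA from lung tumor (TUM) and normal adjacent tissue (NAT), each preserved as fresh frozen (FF) and as FFPE tissue, was measured with the WG-DASL assay on whole-genome BeadChips. The authors scanned the arrays and exported the intensities from GenomeStudio (version 1.1). Of the deposited values, the un-normalized intensities, to which no background subtraction had been applied, were used for the main results. The detection p-value of each probe, as deposited by the authors from GenomeStudio, ranks its intensity among the negative controls of the array. The deposited normalized values have nearly the same quartiles on each of the 16 arrays (median 616.7 to 616.9) and the same maximum, as after quantile normalization of intensities without background subtraction, and were used as an alternative. The median number of beads per probe was between 37 and 40 on each array. The 4 arrays of a sample type are quadruplicate assays of RNA from the same samples, so their spread is that of the assay, and their number limits the precision. The deviations from their group means of arrays with the same number in different groups correlated at 0.21 or less (see the closing section), and the arrays were compared as unpaired groups.

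A probe was counted as detected on an array at a detection p under 0.01, and in a group when it was detected on at least 3 of its 4 arrays. Numbers of detected probes were compared with a two-sided exact permutation test. R2 is the squared Pearson correlation across probes, of intensities over the 16 pairs of FF and FFPE arrays of a tissue and of log2 ratios of NAT to TUM over 16 combinations of same-numbered arrays. Differential expression was tested with limma (version 3.58.1, in R 4.3.3) on log2 intensities, by lmFit and eBayes, with Benjamini-Hochberg adjustment over all 24526 probes. TUM and NAT were compared within FF and within FFPE, and FFPE and FF within NAT and within TUM, each on 8 arrays. The difference of TUM against NAT between FFPE and FF was tested as an interaction over all 16 arrays. Shares of probes have exact (Clopper-Pearson) binomial intervals at 95%. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

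Of the probes with a gene symbol, 21813 were in the reference table, and 16922 genes had a probe. XIST and Y-linked genes, with 67 probes, were left out of the gene tables. The 32 gene lists held 1049 genes, of which 100 had no matched probe. Camera was run with a preset correlation of 0.01 over genes detected on at least 4 of the 8 arrays, for lists with at least 5 such genes, and again with a correlation estimated from the data. A list's relative median is the median log2 fold change of its tested genes minus that of all tested genes. A list of histone genes with polyadenylated mRNA was added after the data were seen.

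The named genes of TUM against NAT are the 12 highest and the 12 lowest by the mean log2 fold change of FF and FFPE. They had to pass 5% in both preservations with the same sign, un-normalized and after quantile normalization, with no overlap between the arrays of TUM and NAT and with detection on all 4 arrays of the higher group. Groups of 4 and 4 arrays fail to overlap by chance for 2.86% of genes. By the same conditions the 8 highest and the 8 lowest genes were named for FFPE against FF, where 121 genes passed them upward and 3342 downward. For the interaction the 5 highest and the 5 lowest genes that passed 5% un-normalized and after quantile normalization were named, out of 861 and 356. In each list up to 4 members with the largest mean change could be named. For a gene whose probe was detected on no array of a group, the fold change is given as a lower bound, computed against the lowest detected intensity of each array of that group, or the gene's own value where that was higher.

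Simulated data held 100 probes changed by a log2 of 1 and 100 changed by a log2 of 2. Of the first limma recovered 99 in FF and 5 in FFPE, and of the second 100 and 88. For the interaction it recovered 2 and 67. The simulation drew noise for each probe independently, without an array-wide shift of brightness, and left 24326 probes unchanged. In the real comparisons many more probes were called, so these counts do not give the power of the real fits. The alternatives were other thresholds and rules for detection, quantile normalization, median centring, limma's neqc with an offset of 16, a filter on dim probes, 1 fit of all 16 arrays, other settings of eBayes, a replicate block, the deposited normalized values, and leaving out each array. A BeadChip block was not run. The correlations of Table S1 were recomputed from the values in the supplement, where 1 result that depends on single genes is not reported here, and the other experiments of the paper were not analysed here.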

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

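Tests chosen only after the result was seen are that of the correlation of FFPE TUM array 4 with its group, and that of the cell cycle list against the histone list, and the polyadenylated histone genes were listed after the data were seen.

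FFPE TUM array 4 lay apart from the other arrays of its group. It had 12868 detected probes, with a gap to the next array of 0.841 of the group's range, and a mean R2 of log2 intensities with the other arrays of its group of 0.868, with a gap of 0.984 of the range. These were 2 of 12 combinations of a group and a measure tested by their gaps. Both marks are this 1 array and the measures are related, so they are not separate results. By its median log2 intensity the gap was 0.750 of the range, which did not pass the critical value. Without this array 1.95 times as many probes were called between TUM and NAT in FFPE, and after quantile normalization 1.06 times as many, which is consistent with a difference of brightness as the reason for the gain. Its highest R2 with the other 3 arrays was 0.879 and the lowest R2 among those was 0.956. The array was picked for its low correlations, so from these values its brightness and noise beyond it cannot be told apart.

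Histone genes were weighed as the second pattern, since the replication-dependent list was higher in FFPE than in FF in both tissues at the preset correlation, though not with an estimated correlation. Its median lay at percentile 100 of 10000 random lists matched on intensity in NAT and at percentile 100 in TUM, so it lay above lists of the same brightness. The median of the cell cycle list minus that of the histone list was -1.97 in NAT (95% bootstrap interval -2.52 to -1.48) and -1.94 in TUM (-2.35 to -1.32). The cell cycle list itself had -0.38 in NAT and -0.12 in TUM relative to all tested genes, which gives no sign of more dividing cells in the FFPE pieces. The histone list was picked for its rise in these same comparisons. The random lists and the bootstrap intervals take genes as independent, so they overstate the evidence. Replication-dependent minus polyadenylated histone genes gave 2.35 in NAT (0.79 to 3.41) and 2.34 in TUM (0.88 to 2.82), so better capture of RNA without a poly(A) tail in FFPE is a candidate explanation. Preservation and the extraction kit changed together, so which of them would bring it was not tested.

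The change from NAT to TUM differed between FFPE and FF for 1773 probes by the interaction test. Without FFPE TUM array 4 it differed for 9241, with 8484 higher and 757 lower in FFPE. Other probes of the called genes had the same sign of the difference for 90.5% of 221 probes (exact binomial interval 85.8% to 94.0%), and for 86.4% after centring on the median of all probes. This argues against failure of single probes for the 169 called genes with another detected probe. It says nothing of genes read by 1 probe, such as UGT3A1 and TEX15. The interval takes probes of the same gene as independent, and the share for uncalled genes was not computed. Of the called probes, 63.8% had a smaller change in FFPE and 642 a larger one, on un-normalized values. This argues against compression of FFPE values as the whole cause for these calls. Probes near background were not counted apart, and the count was not repeated under other scalings. The balance of higher and lower differences depends on the scaling, so the count does not measure how far compression contributes. Of 18 cell type lists, 2 were called in the same direction un-normalized and after quantile normalization, ciliated cells lower and B and plasma cells higher in FFPE, so a different cell content of the FF and FFPE pieces may contribute. Both calls were lost with an estimated correlation (adjusted p = 0.957), and the design has no other pieces on which to test this. Of the 29 B and plasma cell genes, 15 were detected in FFPE NAT and 7 in FFPE TUM, against 20 and 13 in FF. Their smaller fall in FFPE may therefore also come from the detection limit. Of the 19 ciliated cell genes, 8 were detected in FFPE NAT and 6 in FFPE TUM, against 11 and 13 in FF. Their lower change in FFPE may likewise come from a loss of signal in FFPE TUM. For neither list can the 2 readings be told apart.

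The difference of log2 fold changes, FFPE minus FF, was -5.49 for UGT3A1, -4.80 for TEX15, -4.79 for CTAG2, -4.33 for FAM181A and -4.32 for BRINP1. It was 4.68 for CH25H, 4.599 for PCBP3, 4.49 for CHIA, 4.44 for KCNF1 and 4.35 for GOLT1A. For UGT3A1, TEX15, CTAG2, CHIA, GOLT1A and PCBP3 these fitted values include groups with no detected array and are no measure of a fold. That of BRINP1 includes 2 groups detected on 1 of 4 arrays each. The relative median of the difference was -0.72 for the club and secretory cell list (adjusted p = 0.0371, with 0.348 after quantile normalization and adjusted p = 0.957 with an estimated correlation), -0.56 for the ciliated cell list and 1.05 for the B and plasma cell list. It was 0.26 for the oxidative stress and xenobiotic list (adjusted p = 0.0444, and 0.620 after quantile normalization) and 0.17 for the cytosolic ribosomal protein list (adjusted p = 0.00413, and 0.0217 after quantile normalization). With an estimated correlation the adjusted p of all 5 lists was 0.957. The club and secretory cell call was lost in 2 of 16 runs without 1 array (adjusted p up to 0.0903), and the oxidative stress call in 4 (up to 0.107).

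For the 4 comparisons of 4 arrays with 4, other splits of the arrays cannot decide whether chance plays a part. The other splits mix sample types in both arms and the arrays repeat the same RNAs, which by itself lowers their number of calls. The counts also speak of these arrays and not of donors. Of 35 splits of the arrays, only 1, the real one, gave as many called probes, and the highest other split gave 0 each time, against 12691 probes for TUM and NAT in FF, 5565 in FFPE, 19615 for FFPE and FF in NAT and 11621 in TUM. For the interaction, 2 of 100 splits, the real one included, called as many probes as the real 1773. The other one called 10947 probes and had 7 of 8 arrays of 1 preservation on the same side of the contrast, which points to the difference between FF and FFPE as a structure of the samples, and the next highest split called 0.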

How the results depend on the processing

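Alternatives chosen after the values were seen are the arrays numbered 1, leaving out FFPE TUM array 4 together with quantile normalization, and an estimated correlation together with quantile normalization. No call of a named gene or list turned into a call in the opposite direction under the alternatives run, and the cause of each change below was not tested unless given. The balance of higher and lower probes did turn with the scaling. For TUM against NAT it went from 4487 higher and 8204 lower to 8643 and 6735 after quantile normalization and 11154 and 5544 after median centring in FF, and from 2627 and 2938 to 5601 and 4985 after quantile normalization in FFPE. For FFPE against FF it went from 768 and 18847 to 7691 and 6889 and to 14415 and 5312 in NAT, and from 768 and 10853 to 6890 and 6635 and to 9979 and 5067 in TUM, in the same order of scalings. Of 324 results for named genes, 90 belong to genes chosen to pass after quantile normalization, so they say nothing of it. Of the other 234, 225 were on the same side of the threshold after quantile normalization, 223 after median centring, 225 with neqc and 231 with a replicate block. In runs without 1 array, 11 of the 324 lost the call at least once and 4 gained one at least once. Of 149 results for gene lists, 132 were so after quantile normalization, 148 with a replicate block, 148 with the mean of all probes of a gene, 93 with an estimated correlation and 123 with that after quantile normalization. The files do not pair arrays by number, and deviations of same-numbered arrays correlated between -0.35 and 0.21 in FF, -0.14 and 0.18 in FFPE, -0.17 and 0.08 in NAT and 0.02 and 0.21 in TUM. In TUM all 4 were positive and 3 of 4 arrays correlated best with their own number, so a weak relation there stays open. With a replicate block 14144 probes were called for FFPE against FF in TUM, and the adjusted p of the mast cell list in FFPE was 0.0552. The BeadChip block was not run, because the files do not name the BeadChip.

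With the arrays numbered 1, the share of detected probes in NAT was 95.3%, the overlap 94.2%, R2 of intensities 0.647 and the slope of fold changes 0.854. With all probes R2 of intensities was 0.663 in NAT and 0.659 in TUM. With group means R2 of fold changes was 0.728. The slope was 0.840 after quantile normalization and 0.907 as an orthogonal slope. Between TUM and NAT in FF, 8162 probes were called with all 16 arrays in 1 fit. In FFPE the number was 10586 after quantile normalization, 9393 after median centring, 10364 with neqc, 3606 without moderation of variances, 10257 with a replicate block after quantile normalization, 10283 from the deposited normalized values and 11196 without FFPE TUM array 4 after quantile normalization. For the interaction it was 4593, 3725, 4685, 4389 and 4554 under quantile normalization, median centring, neqc, the block after quantile normalization and the deposited normalized values, and 911 with probes detected in at least 4 arrays per 8, where fewer probes were tested.

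The overlap of differentially expressed probes was 89.6% after median centring, 84.5% with detected probes, 64.9% with all arrays in 1 fit, 88.7% with trend and robust, 89.998% with a replicate block, 85.8% with the block after quantile normalization and 85.3% without FFPE TUM array 4 after quantile normalization. At 1% it was 87.2% after quantile normalization, 86.4% with neqc, 87.9% with detected probes, 65.8% with all arrays in 1 fit, 91.9% with trend and robust, 91.95% with a replicate block and 86.0% with the block after quantile normalization. With an estimated correlation 0 lists were called in each of the 5 comparisons, and with that after quantile normalization 10 in FF, 19 in FFPE, 0 in NAT, 0 in TUM and 1 for the interaction. Quantile normalization with the preset correlation gave 2 lists for FFPE against FF in NAT, 1 in TUM and 10 for the interaction.

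Without 1 array, the numbers of called probes ranged from 11549 to 12807 for TUM against NAT in FF, 4300 to 10844 in FFPE, 18414 to 19550 for FFPE against FF in NAT, 8888 to 14970 in TUM and 1215 to 9241 for the interaction. The overlap ranged from 65.2% to 92.0%, and at 1% from 64.2% to 94.5%. The lists called ranged from 21 to 23 in FF, 24 to 25 in FFPE, 2 to 3 in TUM and 3 to 7 for the interaction. Each highest number of called probes in FFPE, TUM and the interaction, and each lowest overlap, came without FFPE TUM array 4. Signal over background limits the lower arm of a fold change, since a gene detected on no array of a group has only a bound, and probes detected in FF and not in FFPE had a lower median intensity in FF than shared probes, though some were bright.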

Differences from the paper's values

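No value differed from the paper's by more than 1.5 times under the main settings, and the tests of normalization listed here were set before the data were examined unless stated otherwise. This rule is wide, and the overlap of detected transcripts could not exceed the paper's shares by that much. Passing it is therefore no measure of agreement.

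For the overlap of differentially expressed transcripts at 5%, the paper's value is 74%, with the paper's 4793 of 6473 transcripts, and the value here is 87.2%, with 4855 of 5565 probes. The paper states that data were analysed without normalization unless otherwise stated, and its text does not name the test behind its lists. The overlap was 64.9% with all 16 arrays in 1 fit and 65.2% without FFPE TUM array 4, and no setting that was run gave the paper's share. The FFPE list was over 1.5 times the paper's after quantile normalization (10586), with neqc (10364), with the replicate block after quantile normalization (10257) and from the deposited normalized values (10283), and under it without moderation of variances (3606).

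The paper's average R2 of fold changes is 0.70, and the average here is 0.624. On the arrays numbered 1 it was 0.687, a choice made after the values had been seen, and with group means, set beforehand, it was 0.728. The paper describes the slope as approximating the diagonal, with no compression or expansion that was significant. The least squares slope of FF on FFPE here was 0.735, an angle of 36.3 degrees. The orthogonal slope was 0.907, and on the arrays numbered 1 the slopes were 0.854 and 1.04, respectively.

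The paper's overlap of detected transcripts is higher in TUM than in NAT, and under the rule of at least 3 arrays it was 96.8% in NAT and 95.8% in TUM. The arrays numbered 1, chosen after the values had been seen, give the paper's counts in both tissues. For intensities the paper's R2 is 0.62, and the values here are 0.603 in NAT and 0.592 in TUM.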

Other observations

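Several single genes of the lists changed while their list was not called. CEACAM6, an adhesion molecule of glandular epithelium, had log2 fold changes between NAT and TUM of -5.18 in FF and -4.25 in FFPE, although its list was not called. SLC2A1, a glucose transporter of the hypoxia and glycolysis list, had 1.35 and 1.45. B2M, the light chain of MHC class I and a common reference gene, had -1.19 and -0.92, where the FFPE call was kept in 3 of 8 runs without 1 array (adjusted p up to 0.142). GAPDH, another reference gene, had 0.05 in FF (adjusted p = 0.816) and 0.93 in FFPE (adjusted p = 0.0244), a call kept in 2 of 8 such runs (adjusted p up to 0.0998).

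Among genes of antigen presentation and of the interferon response, HLA-DQB1 had log2 fold changes of -3.90 in FF and -2.16 in FFPE, PSMB9, a subunit of the immunoproteasome, had -2.78 and -2.07, and IFIT3 had -3.83 and -2.65. Among immediate early genes, EGR3 had -2.68 and -3.25, and NR4A3 had -3.13 and -2.95. In FFPE TUM, HLA-DQB1 was detected on 1 of 4 arrays, EGR3 on 2, and PSMB9 and IFIT3 on 3.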
